A study of Coriandrum sativum with 6 samples.

How the data were processed

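Messenger RNA sequencing was carried out on the aerial parts of coriander (Coriandrum sativum) plants collected 8 days after treatment. Per the labels, 3 biological replicates were treated with H1, which the series title describes as a beneficial bacterium, and 3 were mock-treated. Per the series text, each replicate pooled the aerial parts of 4 plants, and libraries were prepared from total RNA with a NEBNext Ultra kit. Each library was assigned to its group and replicate number from its title.

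The authors deposited 1 table of raw read counts per gene, with 1 column per library and no pooling of replicates. The aligner, the counting program, the genome build, the annotation and the use of strand information are not given in the sources used here. All values were whole numbers, and the column totals differed between libraries, as raw counts do. The table listed 36229 gene IDs. Of these, 28578 had a Cs prefix with a number, 5264 had the prefix CsUn, and 2387 had neither prefix. Every listed ID had at least 1 count in some library, so genes without any count were not part of the table. All rows carried a gene ID and no column belonged to another sample. The table does not pair the IDs with gene names or coordinates, so genes are given by ID and their function and position are not used here. Reads shared between near-identical copies or overlapping genes can be split or lost in counting, and no gene named here could be checked for this.

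Total counts ranged from 20078433 to 35857933 per library. The precision of a fold change depended on abundance. In the 10% of tested genes with the lowest mean abundance, with a median of 15 counts per library, the median standard error of the log2 fold change was 0.55. In the most abundant 10%, with a median of 3104 counts, it was 0.14. Intervals and limits from counts cover counting error only.

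Libraries were compared for identity before replicates were averaged. In a chi-square comparison over genes with at least 10 counts in a pair, the statistic per degree of freedom was at least 16.6 for every pair of libraries in the same group. All 6 libraries were therefore counted as separate replicates.

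The comparison of H1 with Mock used the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (glmQLFit with its default settings in this version, then glmQLFTest) on the deposited counts, with TMM normalisation factors, a design with the group as its only term, and Benjamini-Hochberg adjustment. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 26946 genes and 99.9% of the counts of each library. The threshold was an adjusted p of 0.05, and a second list also asked for a log2 fold change of at least 1 in size. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values, which scale each library to a common total, were computed from the deposited counts with the TMM factors, and log2 CPM values used a prior count of 2. Library distances were Euclidean distances over the log2 CPM of the tested genes. Values with 1 number per library were compared by exact permutation of the group labels. With 3 libraries against 3, the smallest p these tests can give is 0.1.

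The tests, the rule for naming genes and most alternatives were fixed before the data were examined. The rule asked for an adjusted p under 0.05, a mean of at least 5 CPM, and all H1 libraries on the same side of all Mock libraries, and then named the 2 genes with the largest rise and the 2 with the largest fall. No gene met it. The 4 genes given below follow the same rule with an adjusted p under 0.10, a limit chosen after the values were seen.

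The alternatives were DESeq2 size factors, upper-quartile factors or library size alone in place of TMM, no filter and a stricter filter of 1 CPM in 3 libraries, the Wald test of DESeq2 1.42.0 on the same filtered genes, limma-voom (limma 3.58.1), robust quasi-likelihood fitting, a threshold of 0.01, glmTreat against a 1.5-fold change, the replicate number as a block, and each library left out in turn. Detected genes were also counted after thinning every library to the total of the smallest, as planned. DESeq2 gave no adjusted p to 6809 of the genes, and these were left out of its counts. Added after the data were seen were DESeq2 on all listed genes, the newer quasi-likelihood method of edgeR, the edgeR exact test, a threshold of 0.10, thinning of every library to the total of the smallest before the edgeR test, and the number of genes at an unadjusted p under 0.05.

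The tests were tested on simulated data for the comparison of H1 with Mock. Counts of 26946 genes were drawn, each gene independently, with the means and library sizes of the real libraries. The spread between replicates varied from gene to gene as the edgeR fit estimated it. In 3 runs with 200 genes changed 2-fold or 4-fold, edgeR called 84.7 genes on average. It recovered 23% of the 2-fold changes and 56.3% of the 4-fold changes, and 6.3% of its calls were false. limma-voom called 80.3 genes on average and 5.39% of its calls were false. DESeq2 called 242 genes on average, recovered 49.7% and 80.3% of the 2-fold and 4-fold changes, and 46.3% of its calls were false. In 3 runs with 0 changed genes, DESeq2 called 64 to 68 genes and edgeR called 0 or 1.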

Results

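The series text states the purpose of the experiment as finding gene expression changes that go with growth promotion of coriander by H1, at the time when the promotion was about to become visible. The data comprised 6 libraries of the aerial parts at day 8, 3 from mock-treated plants (Mock) and 3 from plants treated with H1. The Mock libraries held 28497095, 27595322 and 20078433 counts for replicates 1, 2 and 3, and the H1 libraries held 35857933, 24184953 and 25630721 counts.

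Depth and complexity were compared between the groups by tests whose smallest possible p is 0.1. The total was 25390300 ± 4622240 counts (SD, n = 3) in Mock and 28557869 ± 6363240 counts (SD, n = 3) in H1, a difference smaller than the spread between replicates (exact permutation test, two-sided p = 0.6). At least 10 counts were found for 26502 ± 875 genes (SD, n = 3) in Mock and for 26799 ± 545 genes (SD, n = 3) in H1 (exact permutation test, two-sided p = 0.8). The sign of this difference changed when every library was thinned to the smallest total, where H1 minus Mock was −71.7 genes. It also changed when Mock replicate 3 or H1 replicate 1 was left out, where H1 minus Mock was −191 and −16.2 genes. The 100 most abundant genes of each library took 26.8% ± 2.51 (SD, n = 3) of the counts in Mock and 25.6% ± 0.774 (SD, n = 3) in H1 (exact permutation test, two-sided p = 0.5). IDs with the prefix CsUn took 9.4% ± 0.104 of the counts in Mock and 9.44% ± 0.0878 in H1 (SD, n = 3; exact permutation test, two-sided p = 0.7). IDs without a Cs prefix took 2.22% ± 0.0939 and 2.26% ± 0.0756 (SD, n = 3; exact permutation test, two-sided p = 0.5). Adjusted over these 5 measures, each p was 0.8.

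Distances between libraries were slightly smaller within groups than between groups on average. The Spearman correlation of counts across genes was 0.965 to 0.972 for the 6 pairs of libraries within a group and 0.958 to 0.971 for the 9 pairs between groups. Genes are not independent replicates, and these values describe the pairs only. The mean Euclidean distance over the log2 CPM of the 26946 tested genes was 136 between groups and 127 within groups. Mock replicate 1 was an exception, with a mean distance of 125 to the H1 libraries and 128 to the other Mock libraries. The real grouping gave the largest difference, 8.52, among the 10 splits of the 6 libraries into 3 and 3 (exact permutation test, one-sided p = 0.1, the smallest this design allows). The choice of genes moved this result most. Over the 500 most variable genes the mean distance was 71.3 between groups and 71.2 within groups, and 4 of the 10 splits gave a difference as large. The difference over all tested genes was 5.39 without Mock replicate 3, 5.54 without H1 replicate 2 and 14.1 without Mock replicate 1. When any 1 of the 3 H1 libraries was left out, another split of the remaining libraries gave a difference as large or larger (exact permutation test, one-sided p = 0.2 each). When any 1 Mock library was left out, none did (exact permutation test, one-sided p = 0.1 each).

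The first principal component of log2 CPM held 30.8% of the variance. All 3 H1 libraries had higher scores on it than all 3 Mock libraries (exact permutation test, two-sided p = 0.1, the smallest this design allows). Mock replicate 3, the library with the fewest counts, lay farthest from the rest, with a mean distance of 145 to the other libraries against 126 to 135 for each of the others.

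**Figure D1:**
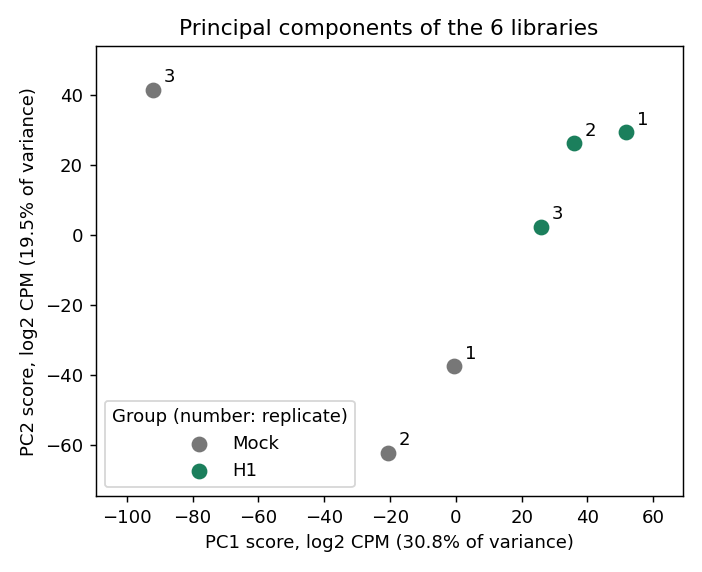
Scores of the 6 libraries on the first principal component (x axis, 30.8% of the variance) and the second (y axis, 19.5%) of log2 CPM, with 1 point per library, coloured by group and numbered by replicate. The H1 libraries score 25.9 to 51.6 on the first component and the Mock libraries −92.1 to −0.452.

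The comparison of H1 with Mock asked which genes had changed in expression 8 days after treatment. Of 26946 tested genes, 0 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, with or without the 2-fold minimum. The smallest adjusted p was 0.0849, shared by 49 genes. At an unadjusted p under 0.05, edgeR gave 4358 genes, where 1347 would be reached by chance. Of these, 2461 were higher in H1 and 1897 were lower. With library size alone in place of TMM factors this split went the other way, with 1761 genes higher and 2502 lower. The median size of the fitted log2 fold change among the 4358 genes was 0.63, and 860 of them had a fitted change of at least 2-fold. Selection by p-value favours large fitted changes, and some of these genes are there by chance. The test against a 1.5-fold change (glmTreat) gave 0 genes at an adjusted p under 0.05.

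The choice of test moved the count of called genes most. With the Wald test of DESeq2 on the same genes, 1622 genes had an adjusted p under 0.05, of which 999 were higher and 623 lower in H1. Of the 1622 genes, 371 had changed at least 2-fold, 228 of them higher in H1 and 143 lower. limma-voom called 0 genes at an adjusted p under 0.05 and gave 4404 at an unadjusted p under 0.05. All 1622 genes called by DESeq2 had the same direction in edgeR and an unadjusted edgeR p under 0.05. Their edgeR adjusted p ranged from 0.0849 to 0.282, with a median of 0.144. In data simulated with the spread that edgeR estimated and 0 changed genes, DESeq2 called 64 to 68 genes. With 200 genes changed 2-fold or 4-fold, it called 242 on average, and 46.3% of its calls were false.

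**Figure D2:**
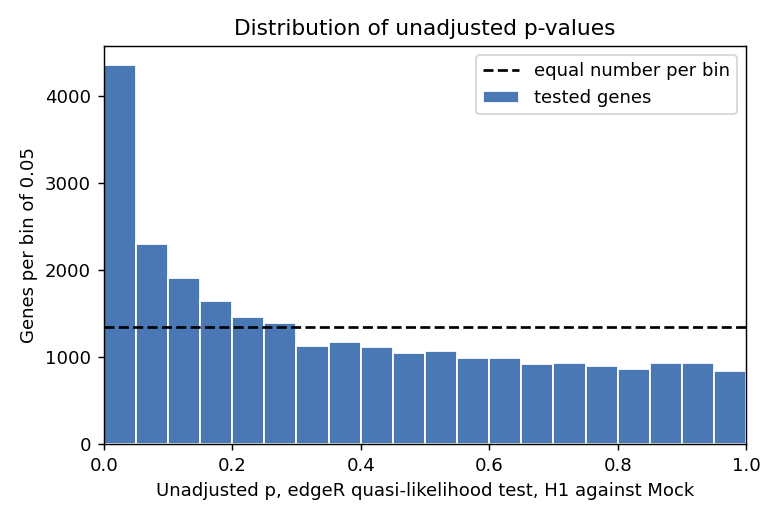
Number of tested genes (y axis) per bin of 0.05 of the unadjusted edgeR p-value for H1 against Mock (x axis), with a dashed line at the 1347 genes per bin that an even distribution gives. The lowest bin holds 4358 genes and the highest 837.

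The groups did not overlap in CPM for 6558 of the 26946 genes, or 24.3%, where chance gives 10% for 3 libraries against 3. All H1 libraries lay above all Mock libraries for 3509 genes and below them for 3049.

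At an adjusted p under 0.10, a limit set after the values were seen, edgeR gave 88 genes, 59 higher and 29 lower in H1. This count changed with single libraries. It was 213 without Mock replicate 1, 1 without Mock replicate 2, 0 without Mock replicate 3, 0 without H1 replicate 1, 1 without H1 replicate 2 and 2 without H1 replicate 3. With all 6 libraries it was 0 with library size alone, 179 without a filter on low counts and 331 with the newer quasi-likelihood method. Of the 88 genes, 83 had a mean of at least 5 CPM and groups that did not overlap, 55 of them higher and 28 lower in H1. The 2 largest rises and the 2 largest falls among these are given here by ID. None of the 4 passed 0.05 in the edgeR quasi-likelihood test, in limma-voom or in any fit with a library left out, and each of them did so in DESeq2.

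Cs09G05156 rose from 0.406 ± 0.391 CPM (SD, n = 3) in Mock to 11.3 ± 2.41 CPM (SD, n = 3) in H1. Its log2 fold change was 4.69 with a standard error of 0.72 and an edgeR adjusted p of 0.0964. The Mock libraries held 24, 12 and 0 counts of it and the H1 libraries 448, 301 and 214. The log2 fold change was 5.51 without Mock replicate 1, 4.20 without Mock replicate 3 and 5.49 in limma-voom. The 0 counts in Mock replicate 3 allow a level of up to 0.153 CPM. CsUnG06390 rose from 2.57 ± 1.47 CPM (SD, n = 3) to 19.4 ± 5.2 CPM (SD, n = 3), with a log2 fold change of 2.93, a standard error of 0.45 and an edgeR adjusted p of 0.0964. Cs02G00064 fell from 105 ± 48.1 CPM (SD, n = 3) to 14.5 ± 5.99 CPM (SD, n = 3), with a log2 fold change of −2.87, a standard error of 0.43 and an edgeR adjusted p of 0.0938. Cs03G00271 fell from 24.7 ± 6.78 CPM (SD, n = 3) to 4.05 ± 1.99 CPM (SD, n = 3), with a log2 fold change of −2.62, a standard error of 0.39 and an edgeR adjusted p of 0.0938.

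**Figure D3:**
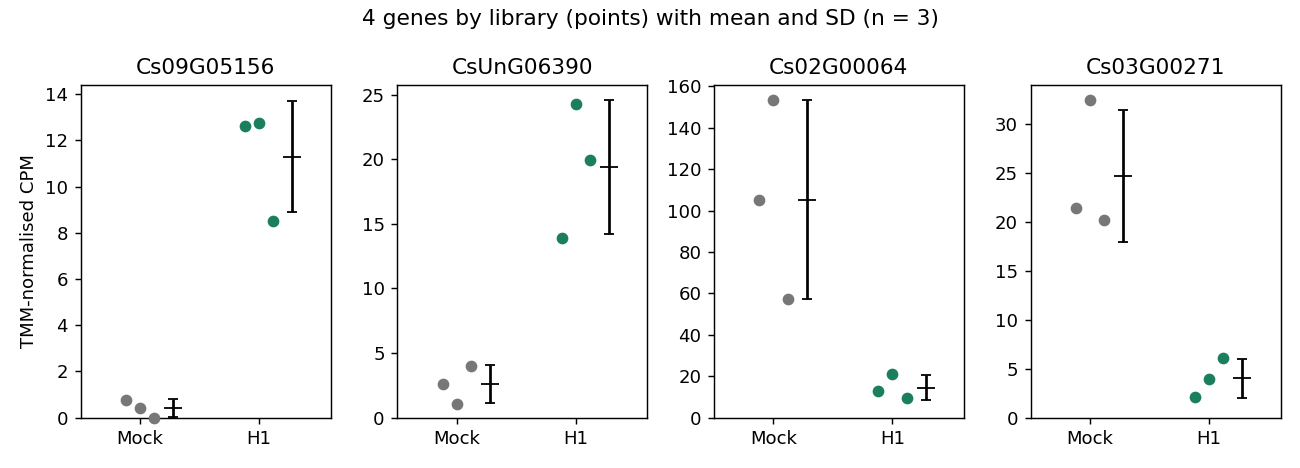
TMM-normalised CPM (y axis, linear) of 4 genes in the 3 Mock and 3 H1 libraries (x axis), with 1 point per library and the group mean with its SD beside the points. For Cs09G05156 the H1 libraries hold 8.52 to 12.7 CPM and the Mock libraries 0 to 0.781 CPM, and for Cs02G00064 the H1 libraries hold 9.35 to 21 CPM and the Mock libraries 57.2 to 153 CPM.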

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

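The DESeq2 fit on all listed genes, the newer edgeR method, the edgeR exact test, the 0.10 threshold, the thinning before the edgeR test and the count at an unadjusted p were chosen only after the main result was seen. The other alternatives were planned, including the thinning before detected genes were counted.

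The count of genes at an adjusted p under 0.05 was 0 in the edgeR quasi-likelihood test under all 3 other normalisations, both other filters, robust fitting, the newer method and thinning, and it was 0 in limma-voom and at the 0.01 threshold. Under these settings the smallest adjusted p was above 0.05. With all 6 libraries, the count rose under 4 alternatives. It was 1622 in the DESeq2 Wald test and 1489 in the same test on all listed genes, of which 371 and 378 had changed at least 2-fold. It was 879 in the edgeR exact test, 347 of them at least 2-fold, with 71% of the calls higher in H1 against 61.6% in DESeq2. At the 0.10 threshold it was 88, 52 of them at least 2-fold. The exact test and DESeq2 take the estimated spread of each gene as known, whereas the quasi-likelihood test and limma-voom carry its uncertainty into the p-value. Whether this difference between the tests is the cause was not tested. glmTreat against a 1.5-fold change gave 0 genes.

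Leaving out 1 library gave 0 to 2 genes, all changed at least 2-fold, so the 2-fold list also held 0 to 2. The genes, named because they are few and so after their values were seen, were Cs08G02423 without Mock replicate 2 (log2 fold change 3.90), Cs01G00695 without H1 replicate 2 (−5.80), and Cs09G01833 and CsUnG05411 without H1 replicate 3 (−2.39 and −4.52). In all 6 libraries their edgeR adjusted p was 0.133, 0.126, 0.0849 and 0.734.

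The count at an unadjusted p under 0.05 was 4358 and stayed within 1.5 times of that under every alternative. It ranged from 3018 to 4703 when 1 library was left out, the lowest being without H1 replicate 1 and the highest without Mock replicate 1. The share of these genes that was higher in H1 was 56.5%, and it was 41.3% with library size alone. That scaling moved the median log2 fold change of all tested genes from −0.0032 to −0.055.

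No pairing of the libraries by their shared replicate numbers was seen over all tested genes. Deviations from the group means correlated at 0.028, −0.020 and 0.022 between the Mock and H1 libraries of the same number. With the replicate number as a block, edgeR called 0 genes, gave 311 at an adjusted p under 0.10 and 4081 at an unadjusted p under 0.05, and had a smallest adjusted p of 0.07. Without the block, 88 genes were under 0.10 and the smallest edgeR adjusted p was 0.0849. A shared batch that acts on some of the genes is therefore not ruled out.

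The distance between groups exceeded that within groups under all alternatives run. The difference was 8.52 and ranged from 5.39 to 14.1 with 1 library left out. It was 7.63 with a prior count of 0.5, 8.3 with library size alone, 7.24 without a filter and 0.165 over the 500 most variable genes. The difference in genes with at least 10 counts, 297 more in H1, changed sign to −71.7 after thinning, so its direction was not independent of depth. It also changed sign without Mock replicate 3 or without H1 replicate 1, the libraries with the fewest and the most counts. After thinning, the Mock libraries held 25525 to 26139 such genes and the H1 libraries 25604 to 25835. The excess in H1 was thus not seen at equal depth. The difference without thinning ranged from −191 to 653 with 1 library left out. The share of the 100 most abundant genes differed by −1.20 percentage points in H1 from Mock, and by −2.64 to −0.373 points with 1 library left out. With 3 libraries per group, none of these 3 comparisons could pass 0.05.

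The 4 genes given by ID kept their direction in all 15 alternatives run on them, and each was past 0.05 in 1, the DESeq2 test. The share of genes at an unadjusted p under 0.05 was 5.53% in the least abundant 10% of tested genes and 29.7% in the most abundant 10%. Those are different genes, and depth is not the only way in which they can differ. Thinning every library to the smallest moved the count at an unadjusted p under 0.05 from 4358 to 4233.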

Other observations

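The comparisons with the other splits by the edgeR count, the thinning, the left-out libraries, the scaling, the simulation without changed genes, the depth and group of the lost genes, and the count of neighbouring IDs are tests chosen only after the result was seen. The other tests were set down before their outcome was known.

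The real split of the 6 libraries gave 4358 genes at an unadjusted p under 0.05, and the other 9 splits gave 639 to 1316. Only 1 of the 10 splits, the real one, gave as many. For DESeq2 calls the real split gave 1622 and the others 31 to 62, so again 1 of 10 was as large. With 10 splits, chance cannot be excluded at 0.05. The other splits mix both groups on each side, which widens their spread and lowers their counts. For edgeR calls at an adjusted p under 0.05, all 10 splits gave at least the 0 of the real one, and the highest was 3, so this count decides nothing.

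Several technical explanations of the 4358 genes were argued against by the counts. After thinning to equal depth there were 4233 genes, with library size alone 4263, and the lowest count with 1 library left out was 3018, without H1 replicate 1. In each of these fits, chance would give at most 1387 genes. The labels give no batch, so growth, harvest or library batches that followed the groups stay open beside the treatment itself.

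DESeq2 and edgeR differed in how many genes they called. False calls from a spread that varies between genes more than DESeq2 allows are a candidate explanation of some of its 1622 calls. With 0 changed genes and each gene drawn independently, such a spread gave at most 68 calls in simulated data. Effects shared between genes, such as a batch, were not simulated, so 68 is no upper limit on the false calls in the real data. In the simulation with 200 genes changed 2-fold or 4-fold, 46.3% of the DESeq2 calls were false, 112 of 242 genes on average, so the false share of the 1622 calls stays open. In the same simulation edgeR called 84.7 genes on average, so it can make calls with 3 libraries per group. The real data had 0, although 860 of the 4358 genes at an unadjusted p under 0.05 had changed at least 2-fold in the fit and DESeq2 called 371 such genes. The cause was not tested. The simulation rests on the spread that edgeR estimated.

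Some of the most variable genes stood apart in single libraries. In 39 genes, 1 library was more than 20-fold below each of the other 5, all of which were at 3 CPM or above. In a further 24 genes, 1 library was at 3 CPM or above and more than 20-fold above each of the others. No gene met the same criterion with all 3 H1 libraries low or with all 3 Mock libraries low, but the 18 other sets of 3 libraries gave only 0 to 2 genes each, with a median of 0, so this does not separate the groups from other sets. The most abundant of the 39, singled out after its value was seen, was CsUnG02877, with 5.69 CPM in H1 replicate 3 against 565 to 1891 CPM in the others. Over the 500 most variable genes, which held all 41 tested genes of both kinds, the group accounted for a mean of 20.7% of the variance of a gene, where a random split gives 20% on average, and over all tested genes for 30.9%. The medians were 13.7% and 24.2%.

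Low depth was argued against as a cause of the 39 losses, since the low library would have held at least 82.8 counts at the lowest level of the other 5. The minimum of 3 CPM that chose these genes made a high count certain at these depths, so this was not a separate test. The H1 treatment was argued against as the whole cause, since 15 of the 39 losses were in Mock libraries and every library had at least 4. H1 libraries had 24 (exact binomial test, two-sided p = 0.2). That test counts genes as independent, although some neighbouring IDs were lost together, so it decides little. The genes were chosen as low in 1 library, so a loss in all H1 libraries could not be among them. A failure in 1 library with the other 5 alike was argued against as well. The SD of log2 CPM over the other 5 libraries had a median of 0.569, against 0.199 in genes of matched abundance (permutation p = 0.0001, the smallest that 10000 draws can give). Genes variable for any reason would show this too.

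A cluster stood out among the losses. Cs02G01653, Cs02G01655 and Cs02G01656, singled out after their values were seen, had 0, 1 and 0 counts in H1 replicate 2, where the other libraries held 147 to 251, 164 to 285 and 334 to 625 counts. They are consecutive in the list of IDs. Among the 26 lost genes with numbered Cs prefixes, they made up all 3 pairs with ID numbers at most 5 apart and the same low library. The other 13 lost genes held 2 such pairs, CsUnG06630 and CsUnG06631 with 0 counts each in H1 replicate 3, and a pair of IDs without a Cs prefix with 1 and 6 counts in H1 replicate 1. A candidate explanation, which stays open because the cluster was noticed before it was counted, is the loss of a stretch of neighbouring genes that was missing or silent in all 4 pooled plants of that replicate, if ID numbers follow the genome, which was not checked here. For the other 23 lost genes with numbered Cs prefixes, neighbours were the nearest ID on each side, at most 5 apart. IDs with fewer than 4 libraries at 3 CPM or above were passed over. Only 4 of the 39 neighbours were at least 4-fold lower in the same library. This argues against a stretch that takes in these neighbours as a general cause. A shorter stretch that ends before them could not be seen. The 4 neighbours are still 10.3%, against 0.393% for all genes at such levels. Differences in genotype between the pools of plants may underlie the losses. They were not tested, and neither were reads shared between near-identical copies, since no sequences were used here.

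IDs without a Cs prefix were at an unadjusted p under 0.05 in 10.4% of 1821 tested cases, against 16.6% of the other 25125. Their median abundance was 2.2 CPM against 8.96 CPM. Other IDs drawn to match their abundance had a mean share of 11.2%, with 95% of draws between 9.72% and 12.6% (permutation test, one-sided p = 0.151), so the lower share is consistent with their lower abundance alone. These IDs made up 11 of the 24 genes found in a single library, and 6.59% of all listed IDs. No biological explanation of this was tested.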
